# Fibrosis growth factor 23 is a promoting factor for cardiac fibrosis in the presence of transforming growth factor-β1

**DOI:** 10.1371/journal.pone.0231905

**Published:** 2020-04-21

**Authors:** Kazuhiro Kuga, Yoichiro Kusakari, Ken Uesugi, Kentaro Semba, Takashi Urashima, Toru Akaike, Susumu Minamisawa

## Abstract

Myocardial fibrosis is often associated with cardiac hypertrophy; indeed, fibrosis is one of the most critical factors affecting prognosis. We aimed to identify the molecules involved in promoting fibrosis under hypertrophic stimuli. We previously established a rat model of cardiac hypertrophy by pulmonary artery banding, in which approximately half of the animals developed fibrosis in the right ventricle. Here, we first comprehensively analyzed mRNA expression in the right ventricle with or without fibrosis in pulmonary artery banding model rats by DNA microarray analysis (GSE141650 at NCBI GEO). The expression levels of 19 genes were up-regulated more than 1.5-fold in fibrotic hearts compared with non-fibrotic hearts. Among them, fibrosis growth factor (FGF) 23 showed one of the biggest increases in expression. Real-time PCR analysis also revealed that, among the FGF receptor (FGFR) family, FGFR1 was highly expressed in fibrotic hearts. We then found that FGF23 was expressed predominantly in cardiomyocytes, while FGFR1 was predominantly expressed in fibroblasts in the rat ventricle. Next, we added FGF23 and transforming growth factor (TGF)-β1 (10–50 ng/mL of each) to isolated fibroblasts from normal adult rat ventricles and cultured them for three days. While FGF23 itself did not directly affect the expression levels of any fibrosis-related mRNAs, FGF23 enhanced the effect of TGF-β1 on increasing the expression levels of α-smooth muscle actin (α-SMA) mRNA. This increase in xx-SMA mRNA levels due to the combination of TGF-β1 and FGF23 was attenuated by the inhibition of FGFR1 or the knockdown of FGFR1 in fibroblasts. Thus, FGF23 synergistically promoted the activation of fibroblasts with TGF-β1, transforming fibroblasts into myofibroblasts via FGFR1. Thus, we identified FGF23 as a paracrine factor secreted from cardiomyocytes to promote cardiac fibrosis under conditions in which TGF-β1 is activated. FGF23 could be a possible target to prevent fibrosis following myocardial hypertrophy.

## Introduction

Cardiac fibrosis often follows cardiac hypertrophy induced by pressure overload. It stiffens the heart to provide resistance to pressure overload, but also promotes diastolic dysfunction of the heart. Because cardiac fibrosis is rarely reversible, controlling cardiac fibrosis is important to reduce the risk of heart failure. Studies on the molecular mechanisms of cardiac fibrosis have identified transforming growth factor (TGF)-β1 as one of the most important factors involved in fibrosis. However, TGF-β1 is known to be related to both hypertrophy and fibrosis [1, 2]. Distinguishing between a factor for myocardial fibrosis and a hypertrophic factor is challenging because myocardial fibrosis and cardiac hypertrophy typically occur together.

In the previous study, we established pulmonary artery banding (PAB) model rats which exhibited heavier right ventricular weight and wider right atrium dimension compared to normal rats [3, 4]. Interestingly, approximately half of PAB rats developed fibrosis in the right ventricle, although hypertrophy was observed in all animals at four weeks after PAB operation. Therefore, we considered that this model could enable us to distinguish the factors involved in myocardial fibrosis from those involved in hypertrophy.

The purpose of this study is to clarify the mechanisms of cardiac fibrosis as distinct from those of hypertrophy. We comprehensively analyzed the gene expression profiles in PAB rat right ventricles with or without fibrosis by DNA microarray.

## Materials and methods

### Animals

Experiments were performed after obtaining approval from the Animal Experiment Committee of The Jikei University School of Medicine. Sprague-Dawley (SD) rats were obtained from Sankyo Labo Service Corporation (Japan). Rats were allowed free access to a pelleted laboratory animal diet and tap water.

### PAB model

In our previous study [3] we demonstrated that, four weeks after the PAB operation, rats could be divided into two groups: an F+ group in which the fibrotic area occupied more than 6.5% of the whole area of the heart tissues, and an F- group in which the fibrotic area occupied less than 6.5% of this area. We used heart samples obtained from PAB or sham-operated rats in the present study.

### Microarray analysis

Frozen right ventricles in the Sham, F-, and F+ groups were immersed in 1 mL of TRIzol Reagent (Invitrogen, Carlsbad, CA, USA) and crushed using a bead-type homogenizer. After centrifugation at 12,000 g at 4°C for 15 minutes, the supernatant was collected. Microarray analysis was performed as previously described [5, 6]. Briefly, total mRNA was extracted following the instructions attached to the kit. Sense-strand cDNA containing dUTP was synthesized by amplified cRNA. These fragmented cDNAs (25 μg) were then labeled through a terminal deoxy-transferase reaction and hybridized to the Affymetrix GeneChip® Rat Gene 1.0 ST Array (Affymetrix, Santa Clara, CA, USA). Each array was then washed and stained on the GeneChip fluidics station 450 using the appropriate fluidics script; once completed, the array was inserted into the Affymetrix autoloader carousel and scanned using the GeneChip Scanner 3000. The hybridization experiments were performed in triplicate, and the intensities were averaged.

### Isolation of cardiomyocytes and fibroblasts from adult rat hearts and cell culture

Male SD rats at 9–12 weeks old were supplied for cell isolation. Animals were anesthetized with pentobarbital (100 mg/kg, i.p.). Heparin sodium was injected to prevent blood clotting after anesthetization. The chest cavity was opened and the heart rapidly excised. The excised heart was perfused in a reverse fashion via the aorta with a HEPES Tyrode's solution (137 mM NaCl, 5.4 mM KCl, 0.5 mM MgCl_2_, 0.3 mM NaH_2_PO_4_, 5 mM HEPES, 0.9 g/L glucose, 2 mM CaCl_2_, pH7.4) using a Langendorff perfusion apparatus. After the remaining blood was washed out and the heartbeat was stable, the heartbeat was stopped with potassium chloride solution. Next, the heart was perfused with heart media solution (S-MEM [Gibco, Waltham, MA, USA] with 2.4 g/L HEPES, 3.76 g/L Taurin, 0.40 g/L DL-carnitine and 0.3 g/L Creatine, pH7.4) for 6 min, then with collagenase solution (heart media solution with 13000 units/head collagenase L, 1% bovine serum albumin [BSA], 20 μM CaCl_2_) for 20 min at 37°C. After perfusion was completed, the ventricle was isolated and cut into small pieces. Cells were triturated with a transfer pipette for 6 min at 37°C and filtered through a Cell Strainer (100 μm, BD Falcon, San Jose, CA, USA), then incubated in a mixture of 5 mL collagenase solution and 5 mL washing solution (heart media solution with 10% BSA, 20 μM CaCl_2_) at room temperature for 9 min. Fibroblasts were collected from the supernatant and cardiomyocytes were collected from precipitation.

Supernatant containing fibroblasts was centrifuged (1000 rpm, 10 minutes, r.t.) and precipitation was collected. The fibroblasts were suspended in plating medium (DMEM, High Glucose, GlutaMAX^™^, Pyruvate [Gibco] with 10% fetal bovine serum [FBS] and 1% penicillin/streptomycin solution) and plated. Cells were cultured at 37°C with 5% CO_2_. Cardiomyocytes were washed twice with washing buffer, and 100 mM CaCl_2_ was added five times every four minutes. Separated cardiomyocytes were dispersed in attaching medium (Medium 199 [Invitrogen] with 4% FBS and 1% penicillin/streptomycin solution) and seeded to laminin-coated dishes. Cells were cultured at 37°C with 5% CO_2_ for 1–2 hours in connecting medium. After cells were attached, the cardiomyocyte cells were suspended in maintenance medium (199 Medium with 1% BSA and 1% penicillin/streptomycin solution) and cultured at 37°C with 5% CO_2_ for about 24 hours.

### FGF23 and TGF-β1 treatments

At approximately 50% confluence, fibroblasts were treated with TGF-β1 (PeproTech, Rocky Hill, NJ, USA) and FGF23 recombinant protein (R&D Systems, Minneapolis, MN, USA) in low serum medium (DMEM with 1% FBS and 1% penicillin/streptomycin solution) for three days. Dose levels of TGF-β1 and FGF23 were 10, 25 and 50 ng/mL.

To inhibit the activity of FGFR1, 10 μM of SU5402 (R&D Systems) was added to some wells prior to treatment with FGF23 and TGF-β1. Cells were then treated with 10 ng/mL of TGF-β1 and/or 25 ng/mL of FGF23 in low-serum medium for three days.

For other fibroblasts, medium was changed to Opti-MEM (Gibco). Mixture of 3% lipofectamin and 1% siRNA (Fgfr1, GENE_ID 79114, Bioneer Corporation, Daejeon, Korea) was added, and cells were incubated at 37°C with 5% CO_2_ overnight. Cells were then treated with 10 ng/mL of TGF-β1 and/or 25 ng/mL of FGF23 in low serum medium for three days.

### Quantitative real-time PCR

Quantitative real-time PCR was performed as previously described [3, 7]. Briefly, heart tissues from PAB or sham operated rats were immersed in 1 mL of TRIzol Reagent (Invitrogen) or Sepasol-RNA Super G (Nacalai Tesque, Kyoto, Japan) and crushed using a bead-type homogenizer. Fibroblasts and cardiomyocytes isolated from normal rat hearts were immersed in 1 mL of TRIzol Reagent (Invitrogen) or Sepasol-RNA Super G (Nacalai Tesque). Total RNA was extracted through sequential treatment with chloroform, 2-propanol, and ethanol. cDNA was synthesized using a TAKARA PCR Thermal Cycler Dice ^™^ (Takara Bio, Shiga, Japan), and real-time PCR was performed using a Thermal Cycler Dice 1 and SYBR 1 Premix Ex Taq^™^ (Takara Bio). The nucleotide sequences of the primers used are shown in Table 1. The experiments were performed in duplicate or triplicate, and the intensities were averaged. The GAPDH mRNA expression level was quantitated as an internal reference.

**Table 1:** List of primer sequence used for RT-PCR.

Gene name	Forward primer	Reverse primer
GAPDH	TGGTGAAGCAGGCATCTGAG	TGCTGTTGAAGTCGCAGGAG
FGF23	GCCAGGAACAGCTATCACCTACAGA	GTTGCCGCGGAGATCCATAC
Klotho	GCAAAGCGCTCAACTGGCTAA	GCGAATACGCAAAGTAGCCACA
FGFR1	CAGGGCTACCAGCCAACAA	CACTGTACACCTTGCACATGAACTC
FGFR2	TGTTTCAACTCTGCTGTCCGATG	CATCTTGGGATGAGGACTCTGGTA
FGFR3	CCCAGAACCCTGACCAAGTA	CCCAGAACCCTGACCAAGTA
FGFR4	CGAGGCATGCAGTATCTGG	CCAAAGTCAGCGATCTTCATCAC
α-SMA	AGCCAGTCGCCATCAGGAAC	GGGAGCATCATCACCAGCAA
Pro collagen I	CAGCGGAGAGTACTGGATCGA	CTGACCTGTCTCCATGTTGCA
Pro collagen III	TGCCATTGCTGGAGTTGGA	GAAGACATGATCTCCTCAGTGTTGA

GAPDH: glyceraldehyde 3-phosphate dehydrogenase; TGF-β1: transforming growth factor-β1; FGF23: fibroblast growth factor 23; FGFR: FGF receptor; α-SMA: α-smooth muscle actin

### Immunohistological analysis

Fibroblasts were fixed with 4% paraformaldehyde 72 hours after treatment with 10 ng/mL TGF-β1 and 25 ng/mL FGF23. Fixed cells were stained with primary antibody (1% of α-SMA [ab7817, Abcam, Cambridge, UK] and 0.4% of vimentine [ab92547, Abcam] in TPBS/BSA solution) at 4°C overnight. Samples were then incubated in a goat anti-mouse IgG secondary antibody for 1 hr at room temperature. The slides were rinsed in DPBS and counterstained with 4,6-diamidino-2-phenylindole (DAPI) in mounting medium (Santa Cruz Biotechnology, Santa Cruz, CA, USA). Images were captured on a fluorescence microscope (Keyence, Osaka, Japan)

### Statistical analysis

Data are presented as mean ± standard error (SEM) of independent experiments. Statistical analyses were performed between two groups by Wilcoxon–Mann-Whitney U test and among multiple groups by one-way analysis of variance (ANOVA) followed by Kruskal-Wallis test. A p value of <0.05 was considered significant.

## Results

### FGF23 mRNA expression was upregulated in PAB rat fibrotic heart

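Right ventricles of sham-operated rats were compared with those of rats whose pulmonary artery had been banded (PAB), which narrows the outflow of the right ventricle and overloads it. The banded hearts were divided 4 weeks after the operation at a fibrotic area of 6.5%, with the F+ group above it and the F- group below it. Each of the 3 groups was measured on 3 Affymetrix rat gene arrays, numbered 1 to 3 without any pairing between groups. The methods name TRIzol and fragmented sense-strand cDNA for these arrays, whereas the sample records name Sepasol and biotinylated cRNA. The authors deposited 1 signal intensity per array for each of 29215 features. The medians of the 9 arrays were nearly equal, and neither the normalization nor the scale of the values is given in the sources used here. Fold changes are therefore differences of mean log2 deposited values and hold on that scale. The groups were compared with limma over all features, and p-values were adjusted by the Benjamini-Hochberg method. Gene lists were compared with camera, limma's test of a list against the other genes, with a preset correlation of 0.01 between genes and with an estimated correlation. The methods state that hybridizations were run 3 times and their intensities averaged, but no source says whether the 3 arrays of a group came from 3 animals. The p-values therefore measure only the spread between these arrays, which may be technical. The number of arrays limits the precision of every value.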

We comprehensively analyzed the expression profiles of 29215 rat genes in the right ventricles of control and PAB rats using the Affymetrix GeneChip® Rat Gene 1.0 ST Array (Affymetrix). The expression levels of 19 genes in the F+ group were up-regulated more than 1.5-fold relative to their levels in the F- group (Table 2). Among these genes, we focused on fibrosis growth factor (FGF) 23 because a previous study had reported that FGF23 plays an important role in cardiac hypertrophy [8]. 

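Genes of red cells and mast cells, and Ncam1, which encodes a cell adhesion molecule, had higher values in the F+ group than in the F- group. Hbb, which encodes a beta-globin, had a mean deposited value of 82.9 ± 22.4 (SD, n = 3) in the F+ group and 43.9 ± 3.74 (SD, n = 3) in the F- group. Its log2 fold change was 0.89 (standard error 0.17, adjusted p = 0.481 from limma). The value of Hbb-b1, another beta-globin gene, was 75.6 ± 24.6 (SD, n = 3) in the F+ group and 38.3 ± 5.47 (SD, n = 3) in the F- group. Cpa3, which encodes a protease of mast cell granules, had a log2 fold change of 0.67 (standard error 0.23, adjusted p = 0.637). For Serpina3n, which encodes an inhibitor of serine proteases, it was 0.64 (standard error 0.19, adjusted p = 0.619). F+ array 2 held the highest value of both genes, 50 for Cpa3 and 49.2 for Serpina3n. Without F+ array 2 the fold of Cpa3 was 1.35, against 1.59 with all arrays. That of Serpina3n was 1.32, against 1.56. The values of Tmem119, which encodes a membrane protein, were 57.7 to 65.6 on the F+ arrays and 34.2 to 47.5 on the F- arrays, a log2 fold change of 0.64. Ncam1 gave 104.8 to 110.2 on the F+ arrays and 97.3, 52.5 and 55 on the F- arrays. Nppa, which encodes atrial natriuretic peptide, gave 134.3 to 149.5 on the F+ arrays, but it was also high on F- array 1 (155.6) and on sham array 2 (135.8). Lcn2, which encodes lipocalin 2, was lower, with 30.5 to 33.8 on the F+ arrays and 43.1 to 55.4 on the F- arrays. None of these genes passed limma's adjusted threshold of 0.05.

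**Figure D1:**
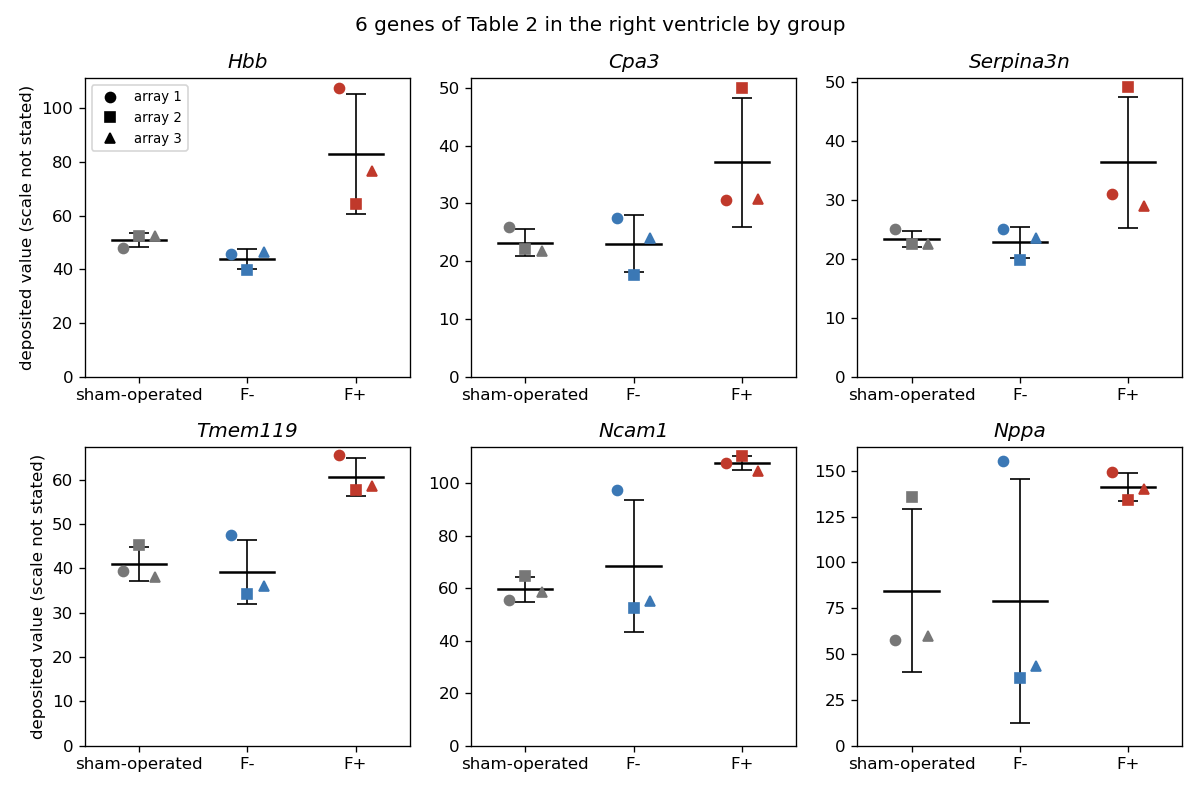
Deposited values (vertical axis) of Hbb, Cpa3, Serpina3n, Tmem119, Ncam1 and Nppa on each array of the sham-operated, F- and F+ groups, with arrays 1, 2 and 3 as circle, square and triangle. The F+ arrays of Ncam1 lie between 104.8 and 110.2, and F- array 1 lies near them at 97.3.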

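Red cell genes and mast cell genes were higher as groups in the F+ group than in the F- group, although Table 2 had been seen when these lists were written. Of 14 red cell genes, 12 had higher values, and 3 passed when adjusted over the list alone against 0 over all genes. Their median log2 fold change was 0.085 (camera adjusted p = 0.00115, and adjusted p = 0.271 with an estimated correlation), and the median was higher on 3 of 3 F+ arrays than on any F- array. Against the sham-operated group, 9 of the 14 were higher in the F+ group, with a median of 0.039. This did not pass camera (adjusted p = 0.0671, and 0.493 with an estimated correlation). In the F- group 11 of the 14 were lower than in the sham-operated group, with a median of -0.089. This did not pass camera either (adjusted p = 0.133, and 0.690 with an estimated correlation). Of 14 mast cell genes, 12 had higher values, with a median log2 fold change of 0.12 (camera adjusted p = 0.0012, and adjusted p = 0.182 with an estimated correlation), and the median was above every F- array on 2 of 3 F+ arrays. None of them passed when adjusted over the list alone, 3 had an unadjusted p under 0.05 from limma, and the call ended without the dimmest features (adjusted p = 0.126, and 0.000180 to 0.126 over all settings with the preset correlation). Over all features, 45 were more than 1.5-fold higher in the F+ group and 76 were more than 1.5-fold lower. The 45 became 91 without F- array 1, 82 without F- array 3 and 86 without F+ array 1. Of the 45 features, 12 carried 1 gene symbol, among them Hbb, Hbb-b1, Cpa3, Serpina3n, Tmem119, Ncam1, Nppa and Fgf23. Of the others, 31 were not listed in the annotation, and 33 of the 45 lay in the dimmest 33.3% of all features. The F+ and F- arrays did not overlap in 9.74% of all features, where chance gives 10%. In limma, 1 feature passed, and 2166 had an unadjusted p under 0.05, where chance would give 1461. The highest of the splits that mixed the labels, with F- array 1, F+ array 2 and F+ array 3 against the rest, gave 2685 and also 1 passing feature. All other mixed splits gave fewer than the real one, 822 to 1856. The 1 feature of the real split, 10700865, has no gene symbol in the annotation and fell by 0.33 on the log2 scale (standard error 0.022, adjusted p = 0.0174), with 42.3 to 42.9 on the F+ arrays and 52.5 to 53.9 on the F- arrays. It was chosen after its values were seen, and no feature passed without F- array 2, F- array 3 or any one of the F+ arrays.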

We found, however, that the expression levels of FGF23 mRNA in the F- group were equivalent to those in the sham-operated group, suggesting that hypertrophy itself is not a key factor in increasing the expression levels of FGF23 mRNA in the rat heart. 

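The expression levels of FGF23 mRNA were higher on every F+ array than on any array of the other groups, and those of the F- and sham-operated groups overlapped. Fgf23 encodes a hormone that lowers blood phosphate, and it lies on chromosome 4 between Fgf6 and Tigar in the RefSeq annotation of the rat assembly GRCr8. Its mean deposited value was 40.5 ± 4.24 (SD, n = 3) in the F+ group, 25.8 ± 1.65 (SD, n = 3) in the F- group and 25.4 ± 1.77 (SD, n = 3) in the sham-operated group. The F+ arrays gave 43.4, 42.4 and 35.6, and the other 6 arrays lay between 23.4 and 27.4. Between the F+ and F- groups the log2 fold change was 0.65 (standard error 0.089, 95% confidence interval 0.44 to 0.85), which is 1.56-fold, or 2.42-fold if the deposited values were squares of log2 values, a scale considered after seeing the data. On log2 values it had an unadjusted p of 0.000101 and an adjusted p of 0.318 from limma, and the exact two-sided permutation test gave 0.1, the smallest p that 3 arrays against 3 allow. Against the sham-operated group the log2 fold change of the F+ group was 0.67 (standard error 0.089, adjusted p = 0.564 from limma). The F- and sham-operated groups differed by 0.021 on the log2 scale (95% confidence interval -0.18 to 0.23, adjusted p = 0.963 from limma). This difference was -0.038 without sham array 2 and -0.023 without F- array 2. Tigar had a log2 fold change of -0.034 between the F+ and F- groups (standard error 0.046, adjusted p = 0.874 from limma). From the equivalent levels in the F- and sham-operated groups, the paper proposes that hypertrophy itself is not a key factor in raising FGF23 mRNA in the rat heart.

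**Figure D2:**
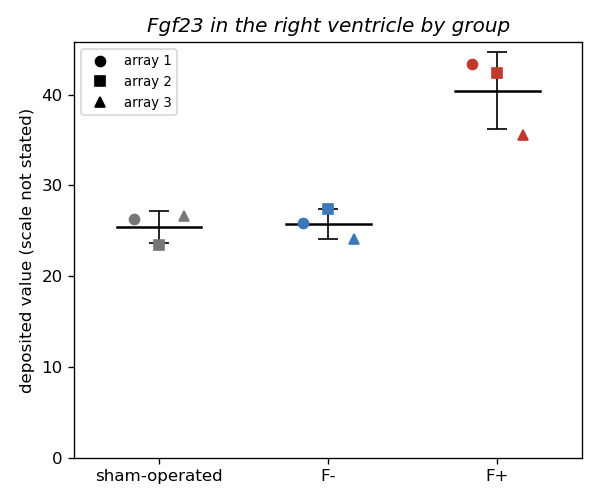
Deposited values of Fgf23 (vertical axis, from 0) on each array of the sham-operated, F- and F+ groups, with the mean as a line and the SD as bars. The F+ arrays lie between 35.6 and 43.4, above the other 6 arrays.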

PAB did not change the expression levels of other members of the FGF superfamily (S1 Fig). 

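Of 22 FGF ligand genes, Fgf23 had the highest log2 fold change between the F+ and F- groups, and the others lay between -0.42 for Fgf7 and 0.15 for Fgf2. Fgf2, which encodes basic FGF, a growth factor of fibroblasts, was 35.9 ± 1.05 (SD, n = 3) in the F+ group and 32.3 ± 0.757 (SD, n = 3) in the F- group (adjusted p = 0.481 from limma). Fgf7, which encodes keratinocyte growth factor, was 25.2 ± 2.16 (SD, n = 3) in the F+ group and 33.7 ± 4.02 (SD, n = 3) in the F- group (adjusted p = 0.601 from limma). Fgf14 had a log2 fold change of -0.12 with an unadjusted p of 0.018. No FGF ligand gene passed limma over all genes, 4 had an unadjusted p under 0.05, and Fgf23 and Fgf2 passed when adjusted over the list alone. The list was not independent evidence for Fgf23, which the study chose on these arrays. In the F- group against the sham-operated group, Fgf9 (log2 fold change 0.13), Fgf18 (0.089) and Fgf10 (-0.15) had an unadjusted p under 0.05, and none of the 22 genes passed over all genes or over the list alone. As a group the ligand genes did not pass camera between the F+ and F- groups (adjusted p = 0.754, and adjusted p = 0.898 with an estimated correlation), with 12 higher and 10 lower. These directions were the same after quantile normalization and median centring for the genes named.

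**Figure D3:**
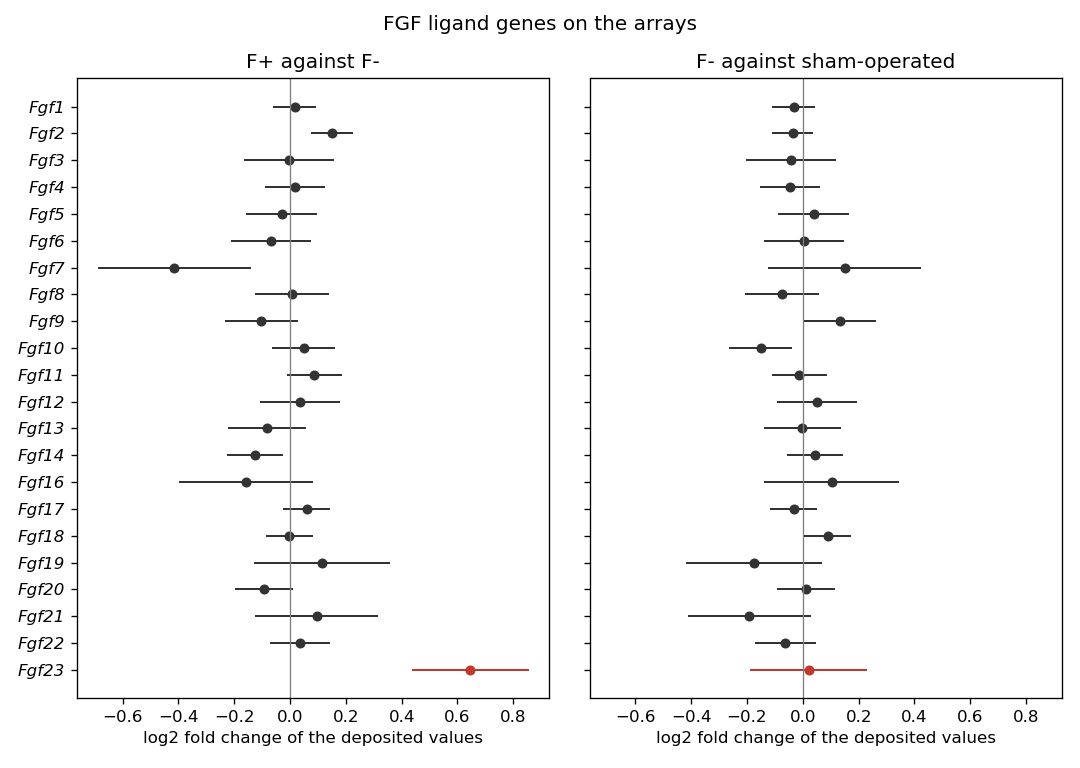
Log2 fold changes (horizontal axis) of 22 FGF ligand genes as points with 95% confidence intervals as lines, for the F+ group against the F- group on the left and the F- group against the sham-operated group on the right. Fgf23, in red, lies apart from the others on the left and near 0 on the right.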

The FGF23 up-regulation in the F+ group was also confirmed through real-time PCR (Fig 1A). Although no clear changes in any FGF receptors (FGFRs) were observed through microarray analysis, the expression levels of FGFR1 mRNA were significantly higher in the F+ group compared to the F- group in RT-PCR analysis (Fig 1B). In contrast, the expression levels of FGFR2, FGFR3 and FGFR4 were comparable between the F+ group and the F- group (Fig 1B). 

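The genes of the FGF receptors had nearly equal array values in the F+ and F- groups. Fgfr1 was 73.5 ± 0.950 (SD, n = 3) in the F+ group, 71.8 ± 0.737 (SD, n = 3) in the F- group and 71.3 ± 0.586 (SD, n = 3) in the sham-operated group. Each F+ array of Fgfr1 lay above each F- array, at a log2 fold change of 0.032 (standard error 0.023, 95% confidence interval -0.020 to 0.085, adjusted p = 0.757 from limma). Fgfr2 had a log2 fold change of -0.12 (adjusted p = 0.725 from limma) and Fgfr3 of 0.12 (adjusted p = 0.715 from limma). That of Fgfr4 was 0.0094 (standard error 0.032), and it turned to -0.0015 without F- array 3 and to -0.017 without F+ array 1. For Fgfrl1, which encodes a receptor without a kinase domain, it was 0.035. The directions of Fgfr1, Fgfr2 and Fgfr3 were the same after quantile normalization and median centring. None of the 6 receptor and co-receptor genes had an unadjusted p under 0.05 from limma between these groups, and none passed over all genes or over the list alone. The list as a whole did not pass camera (adjusted p = 0.453, and adjusted p = 0.570 with an estimated correlation).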

Levels of α-Klotho, which is known to work as an FGF23 receptor with FGFR1 in the kidney, were comparable among the three groups (Fig 1C).

**Fig 1:**
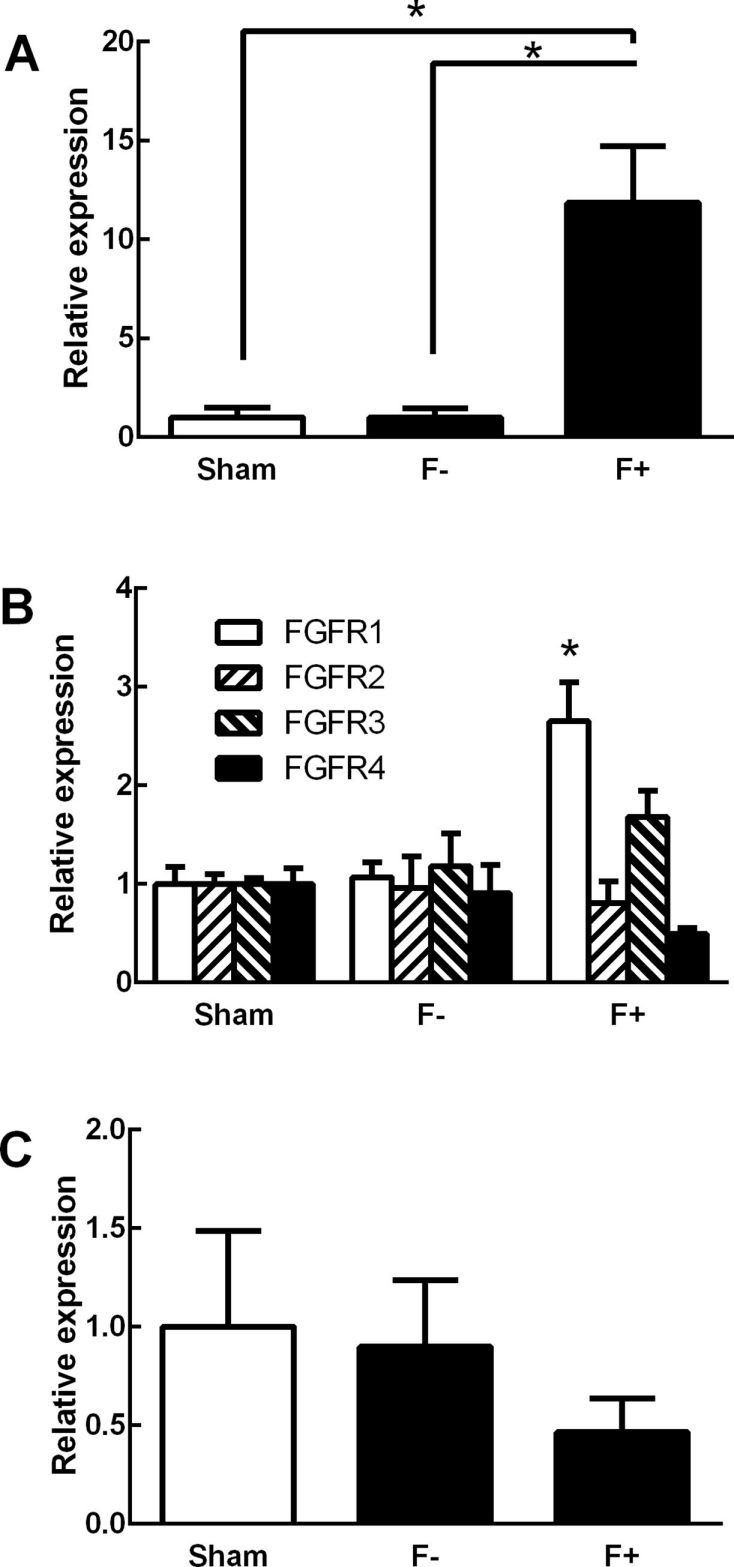
Relative mRNA expression levels in right ventricles of pulmonary artery banding model rats. (A) Expression of FGF23. (B) Expression of FGFR1, 2, 3 and 4. (C) Expression of Klotho. Values are means ± SEM; n = 4–6 for each.

**Table 2:** Fold changes of gene expression levels.

Gene symbol	F-/Sham	F+/Sham	F+/F-
FMGC72973	0.9	1.77	1.97
Hbb	0.86	1.63	1.89
Olr711	0.86	1.61	1.87
Hbb/Hbb	0.89	1.64	1.85
RGD1560242	1.15	2.11	1.83
Nppa	0.93	1.67	1.79
Thbs4	1.32	2.2	1.66
Mcpt2	0.99	1.61	1.63
Cpa3	0.99	1.6	1.61
Serpina3n	0.98	1.56	1.6
RGD1559459	0.97	1.55	1.6
Eraf	0.89	1.41	1.59
Olr1598	0.84	1.34	1.58
Olr850	1.16	1.84	1.58
Ncam1	1.15	1.81	1.58
**Fgf23**	**1.01**	**1.59**	**1.57**
Tmem119	0.96	1.48	1.54
Hba-a2	0.87	1.35	1.54
Olr1418	0.73	1.1	1.52

Microarray analysis in right ventricular without fibrosis (F-) or with fibrosis (F+). F-/sham: Fold changes of F- from sham-operated group. F+/sham: Fold changes of F+ from sham-operated group. F+/F-: Fold changes of F+ from F- group.

### FGF23 mRNA is more highly expressed in fibroblasts than in cardiomyocytes

We then sought to determine which cell type could be responsible for the up-regulation of FGF23 mRNA in the cardiomyocytes and fibroblasts that were isolated from adult rat ventricles. Real-time PCR analysis revealed that the expression levels of FGF23 mRNA were significantly higher in cardiomyocytes than in fibroblasts (Fig 2A). In contrast, the expression levels of FGFR1 mRNA were significantly lower in cardiomyocytes than in fibroblasts (Fig 2B).

**Fig 2:**
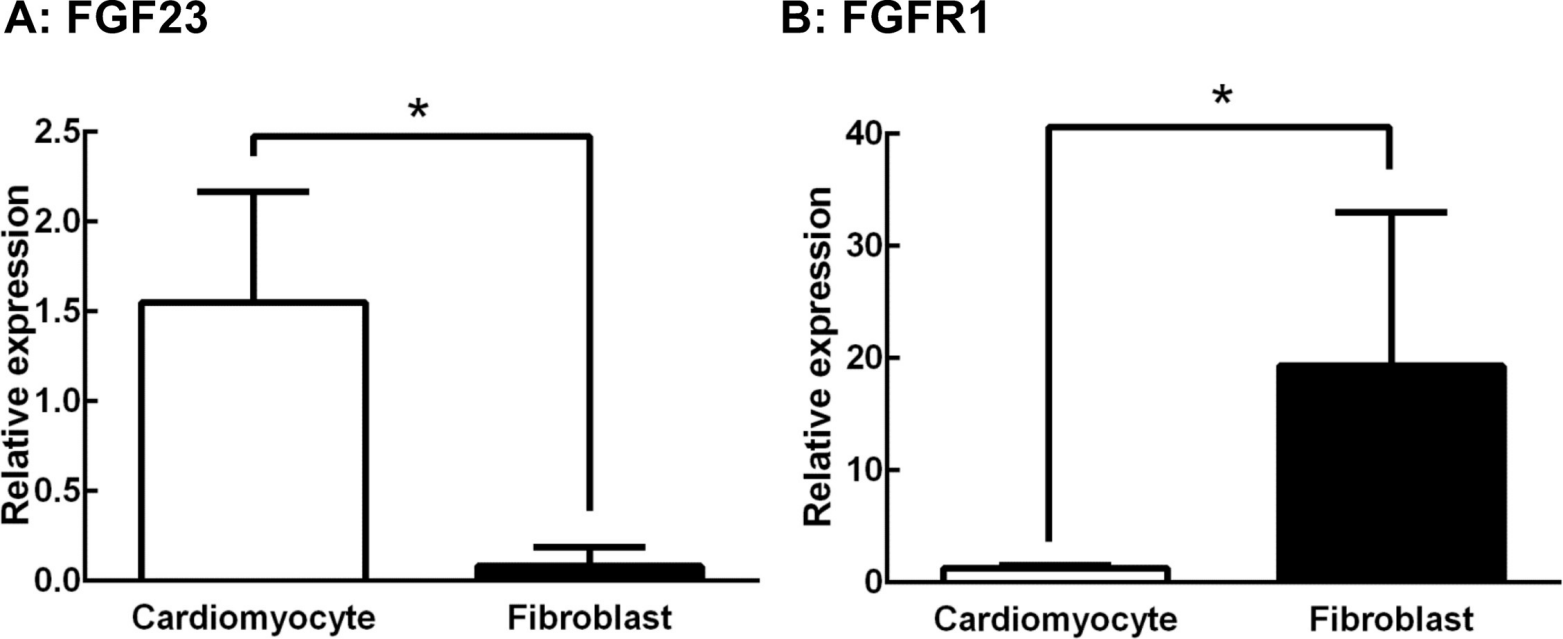
Relative mRNA expression levels in cardiomyocytes and fibroblasts as measured by RT-PCR. (A) Expression of FGF23. (B) Expression of FGFR1. Values are means ± SEM; n = 6 for each. (*) *P* <0.05.

### FGF23 promoted myofibroblast transformation in the presence of TGF-β1

Cultured fibroblasts from adult rat ventricles were treated with TGF-β1 and/or FGF23 for three days. We found that TGF-β1 tended to increase the expression levels of α-SMA mRNA in a dose-dependent manner (Fig 3A), whereas FGF23 did not change the expression levels of α-SMA mRNA up to 50 ng/mL (Fig 3B). We then examined the synergic effect of FGF23 on TGF-β1-induced α-SMA up-regulation. In the presence of 25 ng/mL FGF23 in combination with 25 ng/mL of TGF-β1, the expression levels of α-SMA mRNA were increased (Fig 3C). On the other hand, the expression levels of pro collagen I and III, were not changed in the presence of 25 ng/mL FGF23 in combination with 10 ng/mL of TGF-β1 (Fig 3D and 3E). In the presence of FGF23, α-SMA expression reached maximal levels even with only 10 ng/mL TGF-β1; these α-SMA levels were comparable with those seen in the 50 ng/mL TGF-β1 (Fig 4). Immunohistological analysis revealed that FGF23 alone did not affect the morphology or α-SMA expression of fibroblasts (Fig 5A and 5B). Nevertheless, TGF-β1 treatment clearly increased the size of each fibroblast and tended to increase the ratio of α-SMA-positive cells (Fig 5C). Moreover, α-SMA-positive cells were further increased in fibroblasts treated with both TGF-β1 and FGF23 compared with those treated with TGF-β1 alone (Fig 5D).

**Fig 3:**
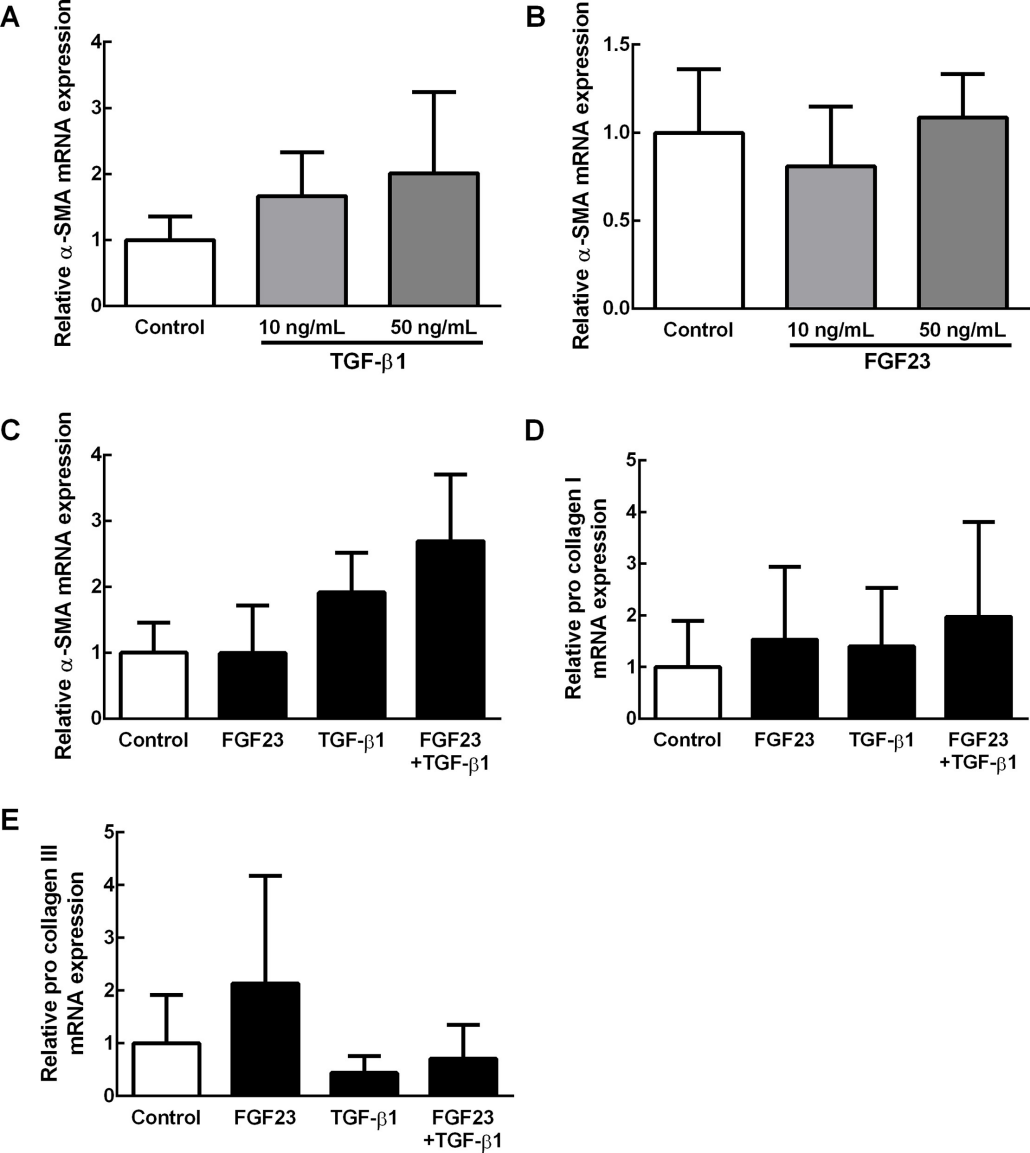
mRNA expression levels in fibroblasts as measured by RT-PCR. (A) α-SMA expression levels after treatment with TGF-β1 (n = 6). (B) α-SMA expression levels after treatment with FGF23 (n = 6). (C) α-SMA expression levels after treatment with combination of FGF23 and TGF-β1 (n = 5). (D) pro collagen I expression levels after treatment with a combination of FGF23 and TGF-β1 (n = 5). (E) pro collagen III expression levels after treatment with a combination of FGF23 and TGF-β1 (n = 5), Values are means ± SEM.

**Fig 4:**
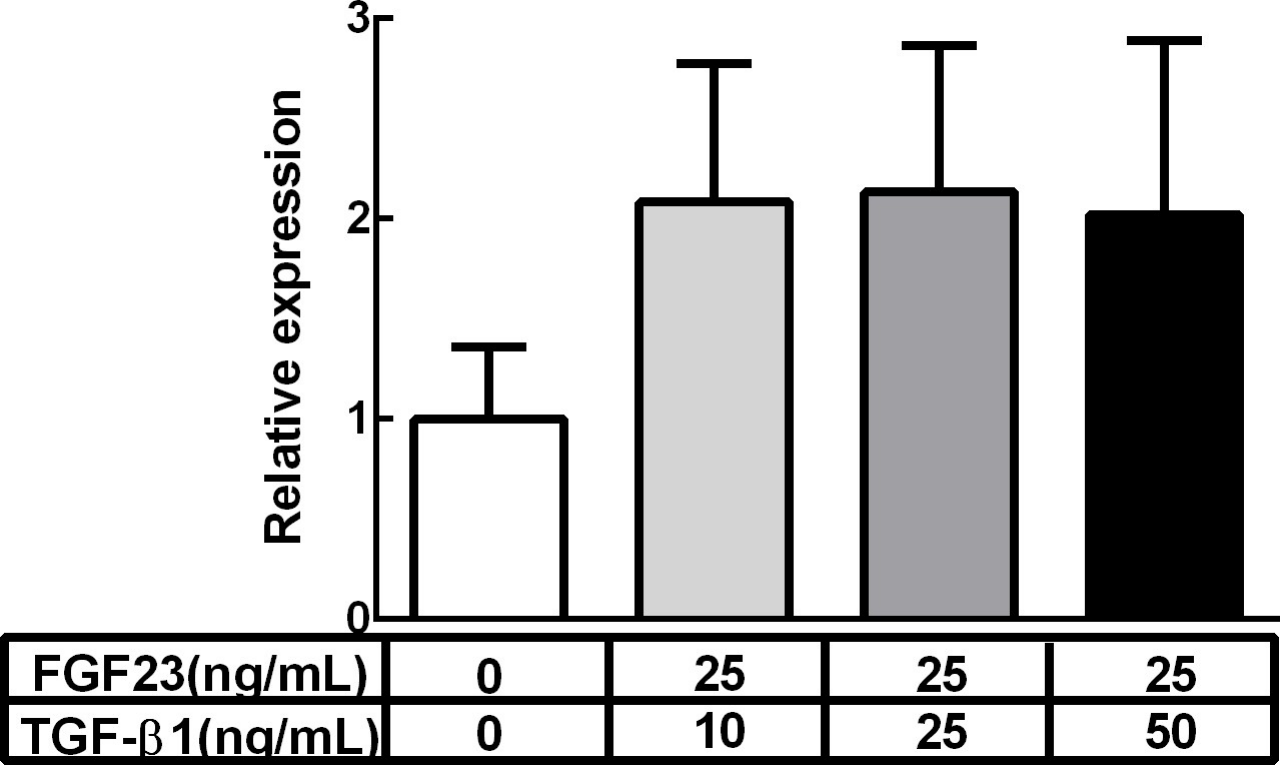
α-SMA mRNA expression levels in fibroblasts treated with FGF23 and various doses of TGF-β1. Relative α-SMA mRNA expression levels 3 days after treatment with a combination of 25 ng/mL FGF23 and various doses of TGF-β1 as measured by RT-PCR. Values are means ± SEM. n = 5 for each.

**Fig 5:**
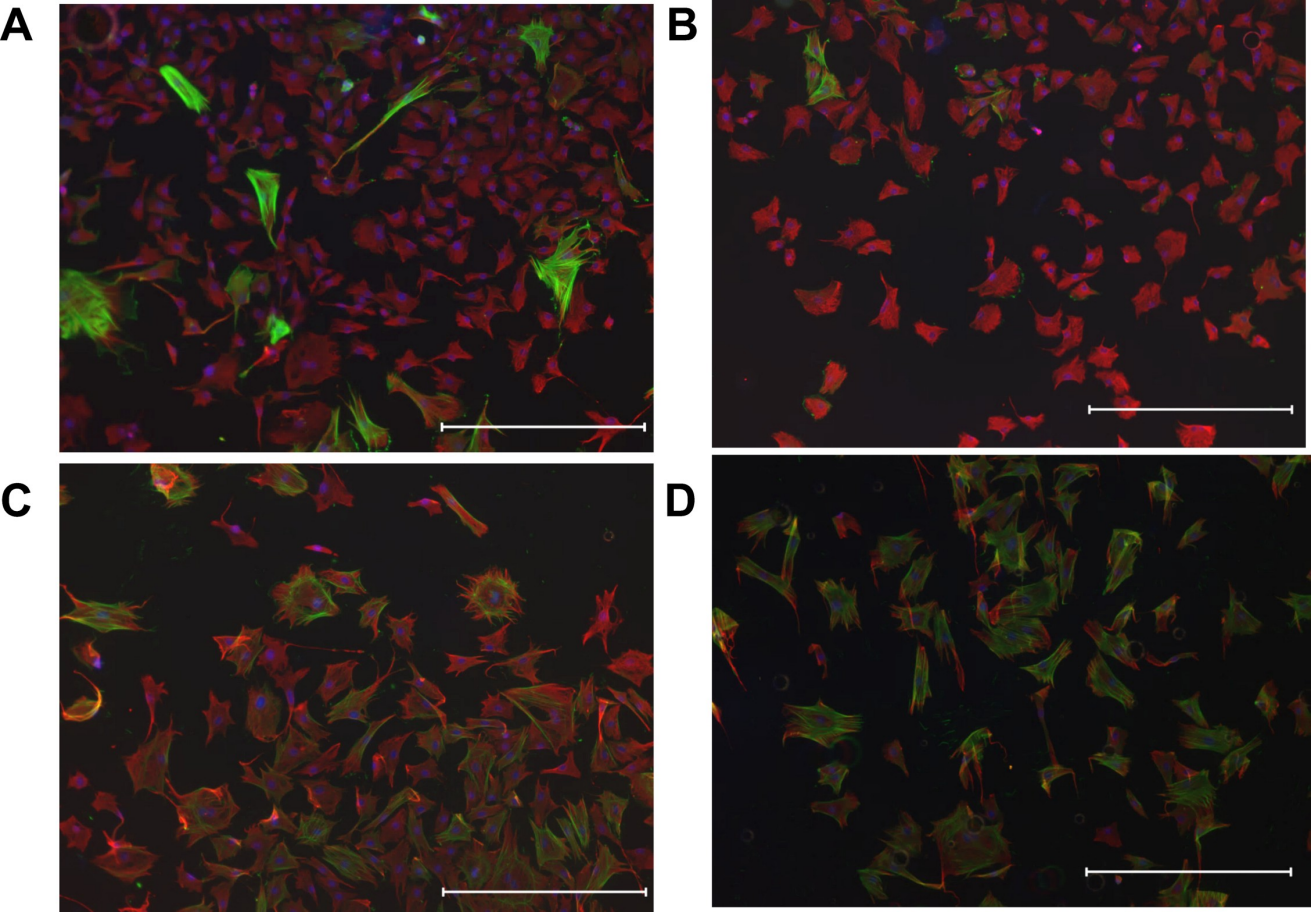
Immunohistological staining of fibroblasts. (A) Control. (B) After treatment with 25 ng/mL FGF23. (C) After treatment with 10 ng/mL TGF-β1. (D) After treatment with both 25 ng/mL FGF23 and 10 ng/mL TGF-β1. Red: α-SMA; Green: vimentine; Blue: nuclear staining with 4, 6-diamidino-2-phenylindole (DAPI). Scale bar indicates 500 μm.

### FGF23-induced α-SMA up-regulation was suppressed by FGFR1 inhibition

The FGFR1 inhibitor SU5402 decreased the α-SMA mRNA expression level in fibroblasts treated with both TGF-β1 and FGF23, but did not affect fibroblasts in the absence of any treatment or in the presence of TGF-β1 alone (Fig 6A). Down-regulation of FGFR1 by siRNA also tended to attenuate the expression levels of α-SMA mRNA in fibroblasts treated with both TGF-β1 and FGF23 (Fig 6B).

**Fig 6:**
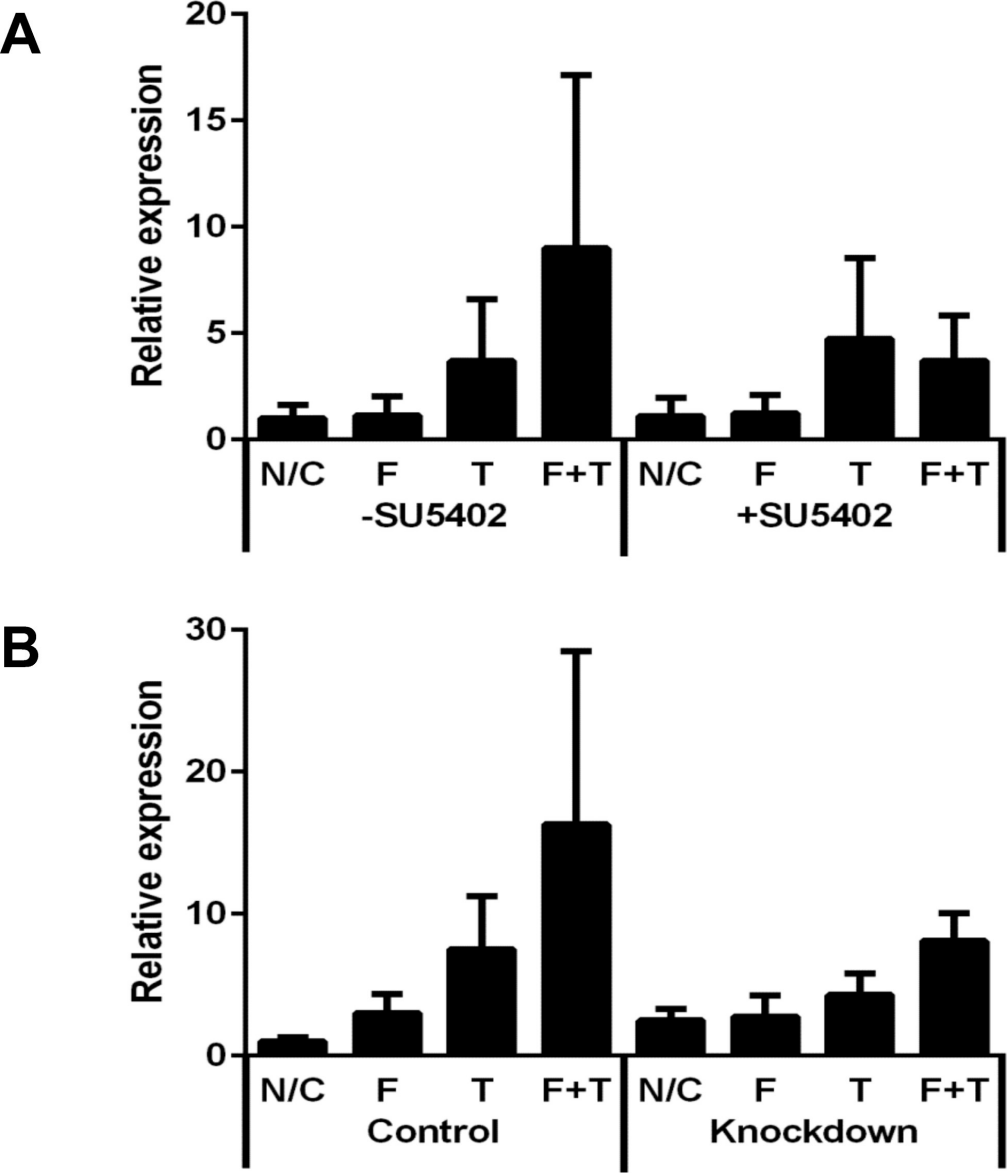
Relative α-SMA mRNA expression levels in fibroblasts after inhibition or down-regulation of FGFR1. Relative α-SMA mRNA expression levels in fibroblasts 3 days after treatment with FGF23 and/or TGF-β1. (A) After treatment with FGFR1 inhibitor SU5402 (n = 5). (B) After down-regulation of FGFR1 (n = 4). N/C: Negative control; F: 25 ng/mL FGF23; T: 10 ng/mL TGF-β1. Values are means ± SEM.

## Discussion

The most significant finding of the present study is that FGF23 can be induced from cardiomyocytes in the rat heart under a profibrotic condition. 

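Genes that mark cardiac hypertrophy were higher as a group in the F+ group than in the sham-operated group, and among the F- arrays they were high mainly on array 1. Nppb, which encodes B-type natriuretic peptide, was 151.8 on F- array 1 but 98.5 and 101.8 on F- arrays 2 and 3, against 91.9 to 100.2 on the sham arrays. On the F+ arrays Nppb was 137.4 to 142.7, a log2 fold change of 0.52 from the sham-operated group (standard error 0.15, adjusted p = 0.616 from limma). Rcan1, which encodes a regulator of calcineurin, gave 128.3, 105.6 and 106 on the F- arrays and 89.5 to 107.7 on the sham arrays, a log2 fold change of 0.20. Fgf23 was 25.9 on F- array 1, where Nppb was highest. That is the value of 1 array, and the study chose Fgf23 on these same arrays for its higher level in the F+ group than in the F- group. The value is therefore no independent test of hypertrophy and Fgf23. Of 13 hypertrophy and fetal genes, 11 had higher values in the F- group than in the sham-operated group, with a median log2 fold change of 0.066 (camera adjusted p = 0.0121, and adjusted p = 0.682 with an estimated correlation). This call ended without F- array 1 (adjusted p = 0.747) and without sham array 2 (adjusted p = 0.198), and ranged from 0.000940 to 0.747 over all settings with the preset correlation. With both arrays left out, a setting added after seeing the data, the list was lower in the F- group (adjusted p = 0.275). In the F+ group against the sham-operated group, 12 of the 13 had higher values, with a median of 0.18 (camera adjusted p = 0.000233, and adjusted p = 0.388 with an estimated correlation) that was higher on 3 of 3 F+ arrays than on any sham array. None of the 13 passed limma over all genes or when adjusted over the list alone, 1 had an unadjusted p under 0.05 in the F- group and 3 in the F+ group. Between the F+ and F- groups the list did not pass (median 0.044, camera adjusted p = 0.209, and adjusted p = 0.734 with an estimated correlation), with 0 of 3 F+ arrays above every F- array, but it was higher in the F+ group without F- array 1 (adjusted p = 7.0e-05, and 1.8e-06 to 0.784 over all settings with the preset correlation). The list holds Nppa, which was high on sham array 2 and F- array 1.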

Our study indicates that hypertrophic stimuli may not be sufficient to induce FGF23 in the heart, although a number of previous studies have demonstrated that FGF23 is associated with myocardial hypertrophy [8–10]. In this regard, Slavic et al. demonstrated that genetic deletion of FGF23 did not affect the pathophysiology of pressure overload-induced cardiac hypertrophy [11]. Hao et al. were the first, to our knowledge, to demonstrate that FGF23 instead promotes myocardial fibrosis in mice through the activation of β-catenin [12]. They showed that FGF23 promotes proliferation, collagen I and III synthesis, and β-catenin activation in an ischemic condition. Importantly, they suggested that endogenous cardiac FGF23 promotes myocardial fibrosis after myocardial infarction or ischemia reperfusion, but not under normal conditions, through induction of paracrine signaling pathways. Furthermore, our results are consistent with those of a recent study by Leifheit-Nestler et al. [13] demonstrating that FGF23 induced from cardiac myocytes promoted cardiac fibrosis via the profibrotic crosstalk between cardiac myocytes and fibroblasts. Although Leifheit-Nestler et al. indicated that FGF23 itself works as a profibrotic factor [13], our results suggested that FGF23 itself did not have profibrotic action but rather synergistically activated fibroblasts in the presence of TGF-β1, which is known to induce myofibroblast trans-differentiation via the Smad-3 and Wnt signaling pathways [14]. It should be noted that Leifheit-Nestler et al. found that the profibrotic effects of FGF23 were weaker than those of TGF-β1 and that they did not examine the possibility of a synergic effect between FGF23 and TGF-β1 [13]. In keeping with Hao et al.’s study [12], we assume that FGF23 promotes fibrosis under profibrotic conditions such as ischemia or hypoxia. Importantly, Leifheit-Nestler et al. demonstrated that FGF23 was elevated in the hearts of human patients with end-stage chronic kidney disease through a comparative analysis of fibrosis-related gene expression profiling in human myocardial tissues [13]. Although trans-differentiation to myofibroblast was suggested, the expression levels of pro collagen I and III mRNAs were not clearly changed in our study. The expression levels of collagen have been reported to be increased early in response to stimuli and then decreased [15, 16]. It is possible that the expression levels of collagen have already peaked out as we measured them at 72 hours after treatments.

FGF23 is mainly secreted from osteoblasts and has an endocrine effect on the kidney through activation of FGFR1/klotho co-receptor complexes to regulate phosphate and mineral homeostasis [17]. In addition to its main action, the role of FGF23 in cardiac dysfunction is also attracting considerable attention because an increase in plasma FGF23 levels is associated with the risk of heart failure and circulating FGF23 is considered a possible biomarker for heart failure [18–20]. FGF23 has also been proposed to be secreted from hearts [21, 22]. Moreover, we found that FGF23 is highly expressed in cardiomyocytes compared with fibroblasts. This suggests that FGF23 has a paracrine effect on myofibroblasts in which FGFR1 is highly expressed. In support of that hypothesis, we demonstrated that FGFR1 inhibition or down-regulation affects FGF23 function to promote cardiac fibrosis. Furthermore, we found that the expression levels of FGFR1 mRNA were significantly higher in the fibrotic hearts as measured by RT-PCR analysis, but not as measured by DNA microarray analysis. This discrepant result between RT-PCR and DNA microarray analyses could be due to the lower detection sensitivity of DNA microarray analysis. In keeping with this finding, the paracrine effect of FGF23 has already been demonstrated in other organs such as the kidney [23, 24], vessels [25], and endothelial cells [26].

It would be intriguing to examine how FGF23 could be induced in a profibrotic condition. The present study suggests that hypertrophic stimuli are not sufficient to up-regulate FGF23 mRNA expression levels. Leifheit-Nestler et al. recently demonstrated that the activation of renin-angiotensin II-aldosterone signaling plays an important role in FGF23 induction in the heart and that both signaling pathways synergistically contribute to cardiac remodeling [13]. 

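Ace, which encodes angiotensin-converting enzyme, had the smallest p of 17 genes of renin-angiotensin-aldosterone signaling between the F+ and F- groups. Its deposited value was 52.5 ± 2.01 (SD, n = 3) in the F+ group, 44.2 ± 2.16 (SD, n = 3) in the F- group and 44.6 ± 1.29 (SD, n = 3) in the sham-operated group. The log2 fold change between the F+ and F- groups was 0.25 (standard error 0.045, adjusted p = 0.469 from limma), and each F+ array lay above the other 6 arrays. Cma1, which encodes a chymase of mast cells, had a log2 fold change of 0.33 (standard error 0.13, adjusted p = 0.671 from limma). Agtr1a, which encodes an angiotensin II receptor, had 0.076, and Nr3c2, which encodes the mineralocorticoid receptor, had -0.036. The value of Agt, which encodes angiotensinogen, was 0.13 on the same scale and turned to -0.028 without F- array 1. None of the 17 genes passed over all genes, 1 (Ace) passed when adjusted over the list alone, and 5 had an unadjusted p under 0.05. As a group, 11 of the 17 had higher values in the F+ group, with a median of 0.068 (camera adjusted p = 0.0154, and adjusted p = 0.156 with an estimated correlation), higher than on any F- array on 1 of 3 F+ arrays. This call ended without F- array 1 (adjusted p = 0.238) and without F+ array 3 (adjusted p = 0.0617), and its adjusted p ranged from 0.00569 to 0.238 over all settings with the preset correlation. The list did not pass between the F- and sham-operated groups (adjusted p = 0.594) or between the F+ and sham-operated groups (adjusted p = 0.0917, and 0.0484 to 0.266 over the settings).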

Although we did not observe any changes in the mRNA expression levels of genes related to renin-angiotensin II-aldosterone signaling in our DNA microarray analysis, further study is required to clarify whether renin-angiotensin II-aldosterone signaling is the sole factor inducing FGF23 in cardiomyocytes. In this regard, our DNA microarray analysis revealed the up-regulation of other genes whose roles in fibrosis have not been examined. Therefore, investigating the interactions between FGF23 and these genes would be an interesting future study.

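Macrophage genes, matrix genes and genes of inflammation were higher as groups in the F+ group than in the F- group, and genes of fatty acid oxidation and of cardiomyocytes were lower. Of 19 macrophage genes, 18 had higher values, with a median log2 fold change of 0.23 (camera adjusted p = 8.0e-08, and adjusted p = 0.271 with an estimated correlation). C1qb, which encodes a chain of complement C1q, was 70.7 to 72.6 on the F+ arrays and 54.9 to 65.8 on the F- arrays. Lgals3, which encodes galectin-3, had a log2 fold change of 0.35 (standard error 0.089, adjusted p = 0.567 from limma). No macrophage gene passed over all genes, 9 had an unadjusted p under 0.05 and 4 passed when adjusted over the list alone. Of 28 genes of matrix proteins other than collagens, 24 had higher values, with a median of 0.096 (camera adjusted p = 0.000140, and adjusted p = 0.271 with an estimated correlation). All 12 collagen genes had higher values, with a median of 0.055 (camera adjusted p = 0.00116, and adjusted p = 0.271 with an estimated correlation), but Col1a1 and Col3a1 were lower without F- array 3 (-0.015 and -0.011) or F+ array 3 (-0.0036 and -0.028). Of 25 genes of fatty acid oxidation, 24 had lower values, with a median of -0.069 (camera adjusted p = 3.7e-06, and adjusted p = 0.271 with an estimated correlation). Of these, Ehhadh, which encodes an enzyme of peroxisomal oxidation, was 41.5 to 43.7 on the F+ arrays, 42.7, 49.3 and 51.8 on the F- arrays and 50.9 to 58.7 on the sham arrays. Of 18 contractile and calcium genes of cardiomyocytes, 17 had lower values, with a median of -0.020 (camera adjusted p = 0.00898, and adjusted p = 0.271 with an estimated correlation), below every F- array on 3 of 3 F+ arrays. The call on the cardiomyocyte genes ended without F+ array 3 (adjusted p = 0.0837, and 0.00111 to 0.0837 over all settings with the preset correlation). Of 20 genes of inflammation and acute phase, 17 had higher values, with a median of 0.10 (camera adjusted p = 7.4e-05, and adjusted p = 0.257 with an estimated correlation), higher on 3 of 3 F+ arrays than on any F- array. The median of the macrophage and collagen genes was above every F- array on 1 of 3 F+ arrays and that of the matrix genes on 2 of 3, with F- array 1 near the F+ arrays. That of the fatty acid oxidation genes was below every F- array on 2 of 3 F+ arrays. Its log2 difference from the sham mean was -0.11 on F- array 1 and -0.090 on F+ array 1. In the F- group, 23 of the 25 fatty acid oxidation genes were also lower than in the sham-operated group, with a median of -0.044. The camera adjusted p was 0.000602, or 0.682 with an estimated correlation, and this call ended without F- array 1 (adjusted p = 0.119). In the F+ group 24 were lower than in the sham-operated group, with a median of -0.12. The camera adjusted p was 5.7e-14, or 0.260 with an estimated correlation.

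**Figure D4:**
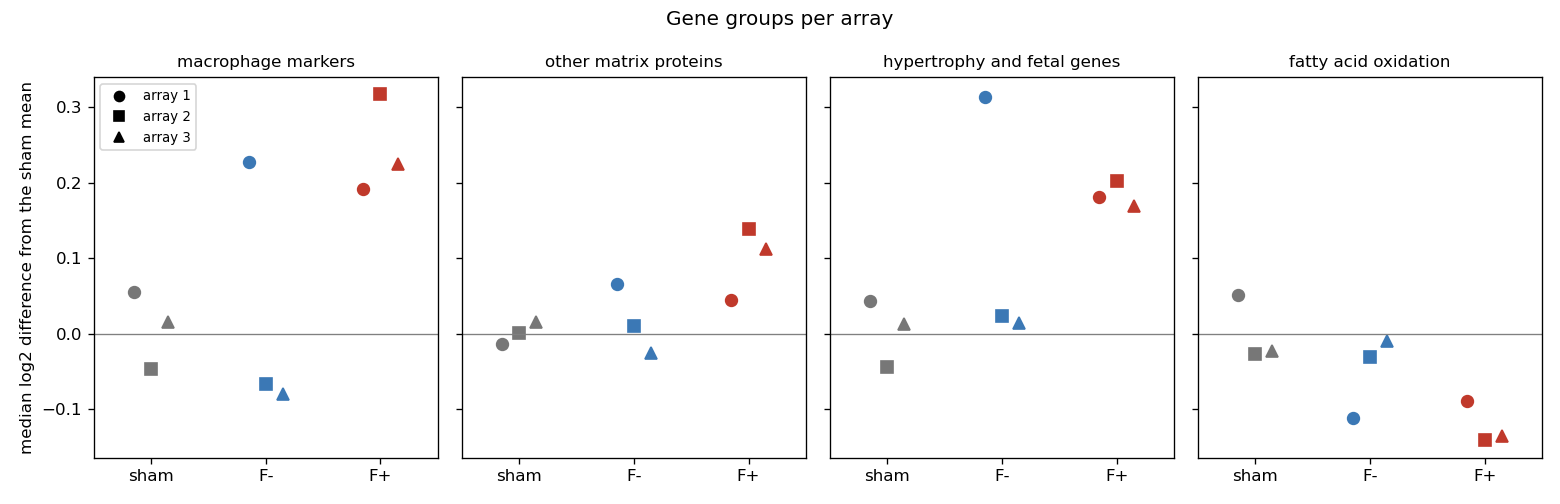
Median log2 difference from the sham mean (vertical axis) of the genes of 4 lists on each array, with arrays 1, 2 and 3 as circle, square and triangle. For macrophage genes, F- array 1 lies at 0.23 among the F+ arrays, and F- arrays 2 and 3 lie below 0.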

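Regulators of TGF-β and Wnt signals also had higher values in the F+ group than in the F- group. Smad6, which encodes an inhibitor of BMP and TGF-β signals, was 60.0 ± 1.76 (SD, n = 3) in the F+ group, 49.1 ± 1.04 (SD, n = 3) in the F- group and 52.7 ± 0.306 (SD, n = 3) in the sham-operated group. Its log2 fold change between the F+ and F- groups was 0.29 (standard error 0.030, adjusted p = 0.120 from limma over all features), and Smad6 passed without the dimmest features, with 1 symbol only, with a variance trend and, in settings added after seeing the data, without a transformation and on square roots without F- array 1 (lowest adjusted p = 0.0325, and 0.0325 to 0.770 over all settings). Smad7, which encodes a related inhibitor, had a log2 fold change of 0.31. Of 17 genes of the TGF-β pathway, 12 had higher values, with a median of 0.047 (camera adjusted p = 0.00718, and adjusted p = 0.156 with an estimated correlation), above every F- array on 2 of 3 F+ arrays. This call ended without F+ array 2 (adjusted p = 0.0528, and 0.00350 to 0.0528 over all settings with the preset correlation). Sfrp2, which encodes a secreted modulator of Wnt signals, had a log2 fold change of 0.52 (standard error 0.12, adjusted p = 0.516 from limma). Of 21 genes of the Wnt pathway, 15 had higher values, with a median of 0.048 (camera adjusted p = 0.00346, and adjusted p = 0.156 with an estimated correlation), above every F- array on 1 of 3 F+ arrays. In the F- group 15 of these 21 genes were lower than in the sham-operated group, with a median of -0.057 (camera adjusted p = 0.0103, and adjusted p = 0.258 with an estimated correlation). That call ended without F- array 2 (adjusted p = 0.0737), F- array 3 (adjusted p = 0.0770) or sham array 2 (adjusted p = 0.0866), and its lowest adjusted p over the settings was 0.000231. Between the F+ and sham-operated groups neither the Wnt list (median 0.0016, camera adjusted p = 0.731) nor the TGF-β list (median 0.011, camera adjusted p = 0.206) passed. In all, 18 of 38 lists passed camera between the F+ and F- groups, 9 between the F- and sham-operated groups and 17 between the F+ and sham-operated groups. With an estimated correlation 0 lists passed in any of these comparisons, and the smallest adjusted p was 0.106, 0.205 and 0.260 in the same order. The estimated correlation was 0.555 for the macrophage list but -0.0077 for the TGF-β list. Between the F+ and F- groups the unadjusted camera p of the TGF-β list still rose from 0.00283 to 0.0182. A correlation above the preset one therefore does not account for every lost call.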

In conclusion, using an animal model that clearly distinguishes between non-fibrotic and fibrotic hypertrophy in the right ventricle, we identified FGF23 as a paracrine factor secreted from cardiomyocytes to promote cardiac fibrosis under a condition in which TGF-β1 is activated. FGF23 could be a possible target of treatments intended to prevent fibrosis following myocardial hypertrophy.

## Supporting information

S1 Fig Fold changes of gene expression levels in FGF families. Microarray analysis in right ventricular without fibrosis (F-) or with fibrosis (F+).
(TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

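Right ventricles of sham-operated rats and of rats with pulmonary artery banding were measured on 9 Affymetrix rat gene arrays, 3 in each of the sham-operated, F- and F+ groups. The authors deposited 1 table with 1 value per feature and array, in units of signal intensity, after processing that is not given in the sources used here. The medians of the arrays were nearly equal, so the values are taken as normalized between arrays by the authors. The scale of the values is not given either. Of the folds in Table 2 that could be compared, 36 of 36 were within 0.02 of ratios of the arithmetic means of these values. All 9 arrays and all 29215 features were used, and no column was left out.

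Of the features, 15310 carried 1 gene symbol in the annotation held for the platform, 323 carried several and 13582 were not listed. By gene ID, 15279 of the annotated features matched the RefSeq annotation of the rat assembly GRCr8, which changed 0 symbols. Genes are named only from features with 1 symbol. Of the 19 symbols of Table 2, 12 could be matched in this way, 5 of them (Olr711, Olr1598, Olr850, Olr1418 and Eraf) under the present names Or4a77b, Or10x1b, Or13c3, Or2t48 and Ahsp. The values of 200 features repeated those of an earlier feature on all 9 arrays, and these were kept.

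The deposited values were transformed to log2 and fitted with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with data.table 1.17.8, with 1 mean per group over all 9 arrays. The comparisons were F+ against F-, F- against sham-operated and F+ against sham-operated, each adjusted by the Benjamini-Hochberg method over all features at a threshold of 0.05. Features above 1.5-fold were counted from the differences of mean log2 values. For Fgf23, the exact two-sided permutation test of 3 arrays against 3 was added. Gene lists, 38 in number, were tested with limma's camera with a preset correlation of 0.01 and with an estimated correlation, using for each gene the feature with the highest mean over all arrays. The p-values of camera were adjusted over the 38 lists within each comparison. Members of a list were also adjusted over the list alone. Plots were drawn with Python 3.11.15 and matplotlib 3.10.9.

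The comparisons, tests, gene lists, rule for naming genes and most alternatives were set before the data were examined, when the values in Table 2 had been seen. The rule named the genes of Table 2, FGF ligands, FGF receptors, renin-angiotensin-aldosterone genes and Acta2, Col1a1, Col3a1, Tgfb1 and Gapdh, which the paper measures by RT-PCR or discusses. It also named up to 10 genes with the largest increase and 10 with the largest decrease in each comparison, and up to 4 members of each list with the largest moderated statistic. Feature 10700865, Acer2, Ric3 and Tigar lie outside the rule, and all but Tigar, a neighbour of Fgf23, were chosen after their values were seen.

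The alternatives set in this way were quantile normalization, median centring, leaving out the dimmest 33.3% of features, only features with 1 symbol, the replicate number as a block, only the 2 groups compared, a mean-variance trend with robust priors, ratios of arithmetic means, the mean of all features of a gene, an estimated correlation, and each array left out in turn. Alternatives added after seeing the data were square roots of the values, values without a transformation, sham array 2 and F- array 1 left out together, square roots without F- array 1, and ratios of arithmetic means with 1 symbol only. The procedure was tested on simulated data with 29215 features and 3 arrays per group. Of features changed by 0.3, 0.6 and 1 on the log2 scale, 46.3%, 86.6% and 90.9% were called, with 4 false calls. These shares describe the simulated arrays only and are not rates of detection for the deposited ones. On the deposited arrays the median log2 SD within groups was 0.172 among the dimmest features and 0.0373 among the brightest. Fgf23, at a log2 fold change of 0.65 between the F+ and F- groups, did not pass there (adjusted p = 0.318 from limma). For arrays, only their number was available as a measure of precision. The RT-PCR data, the cell cultures and the S1 Fig were not analysed here.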

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

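The tests on F- array 1 and sham array 2 were chosen only after their values were seen, as was the division of gene lists by the paper's topics, whereas the comparisons of gene lists were planned.

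Of 38 gene lists, 12 were higher in the F+ group than in the sham-operated group by camera with the preset correlation. Of these, 6 lie outside the topics of the paper's text. Its Table 2, drawn up for the F+ group against the F- group, lists some of their genes, among them Cpa3, Serpina3n and 4 olfactory receptors. Table 2 also prints their folds in the F+ group against the sham-operated group, 1.6 for Cpa3 and 1.56 for Serpina3n. With an estimated correlation none of the 6 passed. Of 19 macrophage genes, 18 were higher, with a median log2 fold change of 0.25 (camera adjusted p = 4.2e-11, and adjusted p = 0.260 with an estimated correlation), and the median was higher on 3 of 3 F+ arrays than on any sham array. Of these genes, 11 passed when adjusted over the list alone and 0 over all genes in limma, where 12 had an unadjusted p under 0.05. Of 20 genes of inflammation and acute phase, 18 were higher, with a median of 0.16 (adjusted p = 4.5e-06, and adjusted p = 0.260 with an estimated correlation), also on 3 of 3 F+ arrays. Of 19 genes of glycolysis, 16 were higher, with a median of 0.064 (adjusted p = 0.00175, and adjusted p = 0.260 with an estimated correlation), again on 3 of 3 F+ arrays. The median of 14 mast cell genes was 0.12 (adjusted p = 0.00603, and adjusted p = 0.260 with an estimated correlation), higher than on every sham array on 2 of 3 F+ arrays, and the call ended without F+ array 2 (adjusted p = 0.0635) and without the dimmest features (adjusted p = 0.248; lowest over the settings 0.00390). Of 21 genes of cell division, 20 were higher, with a median of 0.081 (adjusted p = 0.00334, and adjusted p = 0.521 with an estimated correlation), above every sham array on 1 of 3 F+ arrays, and the call ended without sham array 1 (adjusted p = 0.392) and without F+ array 3 (adjusted p = 0.0870; lowest over the settings 1.1e-05). In the F- group all 21 were higher than in the sham-operated group, with a median of 0.11 (camera adjusted p = 2.9e-05, and adjusted p = 0.672 with an estimated correlation), above every sham array on 2 of 3 F- arrays, a call that ended without F- array 1 (adjusted p = 0.0593; lowest over the settings 1.3e-07). Of 1099 olfactory receptor genes, 693 were higher, with a median of 0.036 (adjusted p = 0.00570, and adjusted p = 0.493 with an estimated correlation), above every sham array on 2 of 3 F+ arrays. That call ended without sham array 3 (adjusted p = 0.0856), F+ array 2 (adjusted p = 0.0867) or F+ array 3 (adjusted p = 0.225), and without the dimmest features the list was lower (adjusted p = 0.590; lowest over the settings 3.9e-07). In the F- group 733 of the 1099 were higher than in the sham-operated group, with a median of 0.046 (camera adjusted p = 1.8e-05, and adjusted p = 0.672 with an estimated correlation), above every sham array on 2 of 3 F- arrays, and without the dimmest features this list was lower (adjusted p = 0.919; lowest over the settings 2.0e-07).

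F- array 1 lay near the F+ arrays on the 100 features that differed most between the F+ and sham-operated groups, chosen without any F- array. On a scale from 0 at the sham mean to 1 at the F+ mean, its median position was 0.854, or 0.727 to 0.835 with 1 F+ array left out of the choice and 0.934 to 0.954 with 1 sham array left out. F- arrays 2 and 3 lay between -0.0949 and 0.129. Arrays left out of the choice lay between 0.414 and 0.862 in the F+ group and between 0.210 and 0.324 in the sham-operated group. The lowest of these F+ positions, 0.414, was that of F+ array 1, against 0.862 for F+ array 2 and 0.761 for F+ array 3. With F+ array 1 left out of the choice, F- array 1 lay at 0.835, above it. Atrial tissue in the sample of F- array 1 was argued against by the atrial genes without Nppa, whose mean log2 difference from F- arrays 2 and 3 was -0.176. An F+ sample under an F- label and a true F- sample with stronger remodelling cannot be told apart. Fgf23 (25.9) and Hbb (45.7) stood at the level of the other F- arrays, but the paper picked both on these same arrays. List medians of log2 differences from the sham mean went both ways on F- array 1. That of myofibroblast and fibroblast genes was 0.0067, against 0.065 to 0.098 on the F+ arrays. That of macrophage genes was 0.23, against 0.19 to 0.32 on the F+ arrays. The paper's division by fibrotic area and its RT-PCR of FGF23 (Fig 1A) follow the labels for the groups but give no value for this sample. Uneven remodelling among the F- samples, if each array is a separate heart, which is not stated, may also give this position, as may a technical difference between arrays, and neither was tested, as the fibrotic area of each sample is not given.

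Sham array 2 held a high value of Nppa (135.8, against 57.7 and 59.7 on the other sham arrays). A hypertrophic response in that sample was argued against, since the median log2 difference of the hypertrophy and fetal genes without Nppa was -0.090, with the lowest Nppb of the sham arrays (91.9). The atrial genes without Nppa had a mean log2 difference of 0.55, above all of 10000 random lists of the same size and brightness (percentile 100). Of the 8, Bmp10 (2.21), Sln (1.24), Myl7 (0.73) and Kcnj3 (0.18) were higher than on both other sham arrays and 4 were not, so atrial tissue in this sample may be the source as a hypothesis. In the F- group against the sham-operated group the 9 atrial genes were lower, with a median of -0.24 (camera adjusted p = 0.000266, and adjusted p = 0.406 with an estimated correlation). This call passed in 16 of 16 settings with the preset correlation (highest adjusted p = 0.0341), among them the one without sham array 2, so the call did not rest on that array alone. The settings overlap, and some, such as 1 symbol only, may repeat the main list test. Their number is therefore not a count of independent tests. Part of the size of the difference did rest on sham array 2. The list median of log2 differences from the sham mean was 0.12 on sham array 2, against -0.10 and -0.093 on sham arrays 1 and 3. On F- arrays 1, 2 and 3 it was -0.21, -0.12 and -0.18. In the F+ group against the sham-operated group the median log2 fold change of the 9 genes was -0.29 (camera adjusted p = 0.00481, and adjusted p = 0.260 with an estimated correlation). That call passed in 15 of 16 settings. It was kept without sham array 2 alone and ended with sham array 2 and F- array 1 left out (adjusted p = 0.117, lowest over the settings 0.00115). The list median of log2 differences from the sham mean was -0.27, -0.14 and -0.20 on F+ arrays 1, 2 and 3. Part of the size of this difference also came from sham array 2.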

How the results depend on the processing

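The settings with square roots, untransformed values, or sham array 2 and F- array 1 left out together, and the ratio of means with 1 symbol, were added after seeing the data; all others were planned. Of 1660 values for single genes other than Fgf23, 1614 kept their direction and side of the threshold, 32 passed it newly (19 of them on square roots without F- array 1) and 14 reversed. None of these genes passed limma in the main fit, so keeping the side of the threshold meant still not passing. The feature filters, the replicate block, the fit of only the 2 groups and the variance trend leave log2 fold changes as they were. Directions could not change in those settings. Gene lists were not tested without transformation or on square roots without F- array 1. The 45 features above 1.5-fold became 12 without the dimmest features and 12 with 1 symbol only, both by testing fewer features, 14 as ratios of means with 1 symbol, 91 without sham array 2 and F- array 1, and 53 to 91 with 1 array left out (53 without F- array 2, 91 without F- array 1). The 1 feature that passed limma between F+ and F- became 3 without the dimmest features (with Acer2 and Smad6), 3 with 1 symbol only (Acer2, Smad6 and Ric3), 3 with a trend and robust priors, 3 without transformation, 3 without sham array 2 and F- array 1 (Nppa at 1.81, Ncam1 at 1.00 and another unnamed feature), 81 on square roots without F- array 1 (52 up, 29 down), 0 with the replicate block, 0 with only the 2 groups, and 0 to 3 with 1 array left out (3 without F- array 1). Numbers of the arrays do not pair the samples: deviations of arrays with the same number correlated between -0.21 and 0.05. Between F+ and sham-operated, 0 became 1 with only the 2 groups, 1 without sham array 2 and F- array 1, and 29 on square roots without F- array 1; between F- and sham-operated it stayed 0 throughout. Fgf23 in F+ against F- lay between 0.59 and 0.74 with 1 array left out, with adjusted p from 0.0628 (square roots without F- array 1) to 0.770 over all settings. In F- against sham-operated it lay between -0.038 and 0.069 with 1 array left out and was -0.042 without sham array 2 and F- array 1, reversed in 3 settings. With an estimated correlation, lists that passed became 0, 0 and 0; in F+ against sham-operated, 17 became 11 to 21 with 1 array left out (11 without F+ array 3). Other values that reversed with 1 array left out were Nppa in F- against sham-operated (-0.95 to 0.10), and, in F+ against F-, Agt (-0.028 to 0.23, -0.028 without sham array 2 and F- array 1, and -0.051 on square roots without F- array 1), Kl (-0.061 to 0.047), Fgfr4 (-0.017 to 0.038), Col1a1 (-0.015 to 0.10), Col3a1 (-0.028 to 0.078) and Tgfb1 (-0.013 to 0.10). Except where fewer features were tested, the cause was not tested. Dim features limit the counts, with 33 of the 45 in the dimmest 33.3%.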

Differences from the paper's values

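The paper reports 19 genes more than 1.5-fold higher in the F+ group than in the F- group and names no test for the arrays, whereas 45 features exceeded 1.5-fold here. None of the alternatives set before the data were examined came within 1.5 times the paper's count: 12 without the dimmest features, 12 with 1 symbol only, 52 after quantile normalization, 45 with the replicate block, 50 as ratios of arithmetic means, 44 after median centring and 53 to 91 with 1 array left out. Ratios of arithmetic means over features with 1 symbol, a setting chosen after seeing the values, gave 14, which holds the 12 genes of Table 2 that could be matched by symbol; the other 7 could not be matched, so it drops at most 7. The other 2 of the 14 are Hbb-b1 and Mcpt1, and the ratios of Hbb-b1 in the 3 comparisons lie within 0.02 of those the paper lists for FMGC72973. The folds of the 12 matched genes were within 0.02 of the paper's as ratios of arithmetic means. As differences of mean log2 values they stayed within 1.5 times the paper's or within the spread between arrays, the fold of Nppa being 2.24 against the paper's 1.79, that of Or4a77b (Olr711) 1.71 against the paper's 1.87 and that of Or13c3 (Olr850) 1.48 against the paper's 1.58 in F+ against F-. With 1 array left out, this fold of Nppa lay between 1.71 (without F- array 2) and 3.52 (without F- array 1).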

Other observations

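The test of the scale of the values was chosen only after they were seen, whereas the counts over other splits of the arrays and the gene lists were planned.

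Genes of vessel walls had higher values in the F+ group than in the F- group. All 13 smooth muscle and pericyte genes were higher, with a median log2 fold change of 0.089 (camera adjusted p = 3.7e-06, and adjusted p = 0.106 with an estimated correlation), on 3 of 3 F+ arrays above any F- array, but they were lower in the F- group than in the sham-operated group, with a median of -0.060 (camera adjusted p = 7.7e-05, and adjusted p = 0.205 with an estimated correlation). Between the F+ and sham-operated groups neither these genes (median 0.0042, camera adjusted p = 0.315, and adjusted p = 0.493 with an estimated correlation) nor the endothelial genes (median 0.0095, camera adjusted p = 0.112, and adjusted p = 0.493 with an estimated correlation) passed. Tagln, which encodes transgelin, a protein of smooth muscle, had a log2 fold change of 0.17 (standard error 0.034, adjusted p = 0.481 from limma). Of 12 endothelial genes, 9 were higher, with a median of 0.048 (camera adjusted p = 0.0012, and adjusted p = 0.246 with an estimated correlation), among them Eng (0.17), which encodes endoglin. Of 14 hypoxia genes, 10 were higher, with a median of 0.088 (camera adjusted p = 0.00294, and adjusted p = 0.156 with an estimated correlation), among them Ndrg1 (0.23). Of 30 respiratory chain genes, 29 were lower, with a median of -0.035 (camera adjusted p = 2.3e-05, and adjusted p = 0.257 with an estimated correlation), as were the cardiomyocyte genes. The respiratory chain genes were higher in the F- group than in the sham-operated group, with a median of 0.017 (camera adjusted p = 0.0389, and adjusted p = 0.682 with an estimated correlation), a call that ended without sham array 1 (adjusted p = 0.403), F- array 2 (adjusted p = 0.0737) or F- array 3 (adjusted p = 0.241), after quantile normalization (adjusted p = 0.225) and with only the 2 groups compared (adjusted p = 0.0546). The medians of the endothelial, hypoxia and respiratory chain genes lay beyond every F- array on 3 of 3 F+ arrays. Angpt1, which encodes angiopoietin 1, was 29.6 to 40.9 on the F+ arrays, 39.1, 62 and 61.8 on the F- arrays and 56 to 60.3 on the sham arrays. Against the sham-operated group, Postn, which encodes periostin, had a log2 fold change of 0.67 in the F+ group, with 65.5 to 77.6 on the F+ arrays, 86.7 on F- array 1 and 43.6 and 35.4 on F- arrays 2 and 3.

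Acta2, Col1a1, Col3a1 and Tgfb1, which the paper studies in cultured fibroblasts rather than in these hearts, did not pass limma between the F+ and F- groups. The log2 fold change was 0.061 for Acta2 (adjusted p = 0.676 from limma), with 117.2 to 121.4 on the F+ arrays and 111.6 to 116.6 on the F- arrays, 0.033 for Col1a1, 0.023 for Col3a1 and 0.056 for Tgfb1, and that of Gapdh was -0.0090. Of 17 myofibroblast and fibroblast genes, 14 were higher in the F+ group than in the F- group, with a median of 0.061 (camera adjusted p = 0.00116, and adjusted p = 0.156 with an estimated correlation), on 3 of 3 F+ arrays above any F- array, and 1 passed when adjusted over the list alone. Against the sham-operated group 12 of the 17 were higher in the F+ group, with a median of 0.043 (camera adjusted p = 0.00334, and adjusted p = 0.260 with an estimated correlation), on 3 of 3 F+ arrays above any sham array. Without F- array 3 those of Col1a1, Col3a1 and Tgfb1 were -0.015, -0.011 and -0.013, and without F+ array 3 those of Col1a1 and Col3a1 were -0.0036 and -0.028. Kl, which encodes α-Klotho, was 25.3 ± 1.90 (SD, n = 3) in the F+ group, 25.4 ± 1.80 (SD, n = 3) in the F- group and 26.1 ± 0.493 (SD, n = 3) in the sham-operated group, and its log2 fold change between the F+ and F- groups, -0.0079, became 0.042 without F- array 2 and 0.047 without F+ array 3.

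The deposited values span a narrow range for intensities, with a largest square root of 13.8, and the SD between arrays of a group grew with the mean at a log-log slope of 0.399 (95% confidence interval 0.332 to 0.465). Linear intensities with an error in proportion to the value were argued against by the upper bound of 0.465, since such an error gives a slope near 1. Squares of log2 values may explain the span. The slope lay in the range set for them, but that range was set after the slope was seen, so the slope did not test them. On square roots the SD was 0.162 in the dimmest of 10 bins of features and 0.126 in the brightest, against 0.172 and 0.0373 on the log2 scale. If this were so, the difference of Fgf23 between the F+ and F- groups would be 1.28 (standard error 0.17), or 2.42-fold, with an adjusted p of 0.203 from limma.

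The 10 splits of 3 arrays against 3 are too few for a share under 0.05. For features passing limma, 3 of the 10 splits gave as many as the real one between the F+ and F- groups (1, and 1 in the highest other), 10 between the F- and sham-operated groups (0 and 0) and 10 between the F+ and sham-operated groups (0 and 0). For lists passing camera, the counts were 1 split (18, and 17 in the highest other), 5 splits (9 and 10) and 1 split (17 and 13). A split of F- array 1, F+ array 2 and F+ array 3 against the other arrays of these groups gave 2685 features with an unadjusted p under 0.05, more than the 2166 of the real one. It was picked as the highest of the splits, and the cause of its count was not tested. All other mixed splits of these groups gave fewer than the real one, 822 to 1856.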
